A study of Mus musculus with 12 samples.

How the data were processed

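RNA of mouse small-intestinal epithelium was measured in 12 libraries from 4 adult female mice aged 3 months. Each animal gave an input library and 2 pulldown libraries, made with the antibodies J2 and K1, which both bind double-stranded RNA regardless of sequence. In 2 animals Kat2a and Kat2b, which encode related lysine acetyltransferases, were deleted in the adult by 4 daily injections of tamoxifen at 100 mg/kg (DKO). The 2 control animals received the solvent alone. Tissue was taken 2 days after the last injection. Genotype and tamoxifen exposure therefore changed together, and no comparison here separates them.

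Per the labels' protocols, cells were lysed for immunoprecipitation, the lysate was spun, and the supernatant was incubated with an antibody and captured on protein G beads. Libraries were primed with random hexamers, depleted of ribosomal RNA with strand kept, carried molecular identifiers, and were sequenced as read pairs of 150 bp. Per the labels, the deposited values are whole-number read counts per gene made without using strand, in 1 file per library. The aligner, the counting program, the genome build, the annotation and the use of the molecular identifiers are not stated. If the identifiers were not used, copies made by amplification are counted as separate reads, so counting error understates the error of each value. Reads of antisense or overlapping genes cannot be separated in unstranded counts. The closing rows of each file have the names that HTSeq writes. They list reads outside genes, ambiguous reads and reads aligned to several places, and these rows were left out of library sizes and tests. Reads outside genes were 26.4% ± 0.894 of the listed reads in control input (SD, n = 2), 14.9% ± 0.980 in control J2 and 8.00% ± 1.23 in control K1. In DKO they were 25.6% ± 0.773, 10.6% ± 0.534 and 7.80% ± 1.47. No spike-in is described, and scaling to library size removes any difference in the total amount of RNA pulled down. A pulldown with an unspecific antibody was not analysed here.

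Each file holds 48526 gene rows. Symbols, chromosomes and gene types came from GENCODE M21 (GRCm38). The gene identifiers matched it for 48144 rows without the version suffix and for 40606 rows with it. Since the authors' build is not stated, no coordinates are given.

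The counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM scaling, genes kept by filterByExpr with a count minimum of 10, Benjamini-Hochberg adjusted p under 0.05). All adjusted p-values of single genes come from this test unless another is named. DKO was compared with control within each kind of library, in separate fits of 4 libraries with 2 residual degrees of freedom. Pulldown against input was tested within each genotype, and the difference of enrichment between genotypes as an interaction, in fits of the 8 input and pulldown libraries of an antibody with 4 residual degrees of freedom. Fold changes are on the log2 scale with their standard error (SE). CPM values were computed by edgeR with TMM scaling, and log2 CPM used a prior count of 2. A group whose libraries all have at most 3 counts of a gene was treated as at the floor, and the fold is then a lower bound computed against 3 counts. These bounds, like the confidence bounds given, cover counting error only.

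Before the data were examined, 8 gene lists were fixed: the 13 protein-coding genes of the mitochondrial genome, 36 genes induced by interferon, and markers of stem cells (15 genes), proliferation (16), enterocytes (15), goblet cells (10), Paneth cells (8) and leukocytes (16). Each list was tested in 9 contrasts with camera in limma 3.58.1 (preset inter-gene correlation 0.01), adjusted over the 72 tests. Camera passed 31 of them, fry passed 7, and both passed 6. With the correlation estimated from the residuals, camera passed 0 of the 72 after adjustment and 2 before it. That last setting was chosen after seeing the data. The calls under both camera and fry were the mitochondrial list in K1 against input for control and for DKO, the same list in the K1 difference of enrichment, the Paneth list in J2 against input for control, and the leukocyte list in J2 and in K1 against input for control.

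Genes are named by a rule also fixed before the data were examined: Kat2a and Kat2b first, then those with the largest absolute log2 fold change among genes with adjusted p under 0.05, a mean of at least 50 counts per library, a symbol not of the Gm or Rik kind, and values that do not overlap between the sides. For a difference of enrichment both same-animal pulldown minus input values of DKO had to lie beyond both of control. Transcripts of named genes were compared with all other transcripts using blastn 2.17.0+ (identity of at least 97% over at least 100 bases).

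Replicates of a group were different libraries: the chi-square per degree of freedom between them was 11.0 or higher in every group. The Pearson correlation of log2 CPM between replicates was 0.994 or higher in the input and control groups, 0.971 in DKO K1 and 0.948 in DKO J2. The median trended dispersion was 0.351 in DKO J2 and 0.178 in DKO K1, against 0.0123 in control input.

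The file descriptions give an animal number that the input and both pulldowns share, so replicate numbers pair libraries within a genotype. Over 16582 genes, the replicate differences of same-animal groups were correlated at 0.208 to 0.494 in all 6 pairs of groups. Between genotypes, where the number is only a number, the correlations lay between -0.105 and 0.026. The main design has no block, and a replicate block by animal was the alternative.

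The fits were tested on simulated data. With 200 changed genes and the spread of each group as measured, 12.5% of them were recovered for the J2 difference and 52.0% for the K1 difference, and 7.41% and 2.80% of the calls were false. With a spread shared by the groups, 20.5% and 24.0% were recovered, and 53.3% of 199 tested changed genes were recovered in the input comparison. In 10 simulations of unchanged groups 0 genes were called, while 1277 to 1406 genes for J2 and 1005 to 1159 for K1 had an unadjusted p under 0.05, and 4 of 160 list tests had an unadjusted p under 0.05. Genes were drawn independently of each other there, so these list tests do not show how often camera passes lists of correlated genes. A shift of 2 planted in the mitochondrial list came back as a median of 1.91 for J2 and 1.93 for K1.

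Alternatives fixed beforehand were DESeq2 1.42.0, DESeq2 size factors, no TMM, no filter, a mean of at least 50 counts, scaling without mitochondrial genes, thinning to the smallest library, all 12 libraries in one fit, limma voom with quality weights, the replicate block, fry, and leaving out each animal. Chosen after seeing the data were a correction of each library for GC content and transcript length (natural splines with 4 degrees of freedom each, values for 99.7% of the tested genes) with and without the block, and thinning with the block. Comparisons of 2 against 2 libraries by exact permutation cannot give a two-sided p under 0.333.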

Results

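The series asked whether double-stranded RNA accumulates in intestinal epithelium that lacks Kat2a and Kat2b. For this, RNA bound by the antibodies J2 and K1 was sequenced beside unselected input RNA from 2 DKO and 2 control mice. The 12 libraries form 6 groups of 2. Input libraries held 10307281 to 11474107 gene-assigned counts. Control pulldowns were deeper, with 15359376 and 13308021 counts for J2 and 16139531 and 14035066 for K1. DKO pulldowns were shallower, with 5826361 and 2691285 counts for J2 and 5559033 and 2220291 for K1. The 10 most abundant genes took 6.97% ± 0.313 of the counts in control J2 (SD, n = 2) and 7.12% ± 0.774 in control K1, but 29.4% ± 0.830 in DKO J2 and 29.1% ± 6.31 in DKO K1. DKO pulldown values therefore rest on fewer counts per gene and had a wider spread between replicates.

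The targeted genes were examined first. Kat2b (ENSMUSG00000000708.14, chromosome 17) fell in input from 30.9 ± 3.15 CPM in control to 10.9 ± 1.19 CPM in DKO (SD, n = 2), with counts of 359 and 343 against 118 and 114. Its log2 fold change was -1.51 (SE 0.165, edgeR adjusted p 6.31e-04). Kat2a (ENSMUSG00000020918.14, chromosome 11) fell from 19.8 ± 1.01 CPM, with counts of 222 and 228, to 10.7 ± 3.30 CPM, with counts of 84 and 148. Its log2 fold change was -0.88 (SE 0.227, edgeR adjusted p 0.0205). In J2 libraries Kat2b counts were 1164 and 904 in control and 126 and 74 in DKO, and in K1 libraries 1178 and 908 against 145 and 62. Kat2a counts were 338 and 289 against 32 and 37 in J2, and 617 and 498 against 41 and 22 in K1. After scaling, Kat2b was lower in J2 by a log2 fold change of -1.43 and in K1 by -0.98, both past the threshold (adjusted p 0.0472 and 0.0279). Kat2a was lower in K1, at -1.75 (adjusted p 0.00753), while its change of -1.18 in J2 did not pass (adjusted p 0.104). Both genes were thus lower in DKO in each of the 3 kinds of library. The counts cover whole genes and do not show which exons were deleted.

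Abundance without pulldown was compared between DKO and control input. Of 15088 genes tested, 5421 were called, 2841 higher and 2580 lower in DKO, and 2914 of them changed at least 2-fold. A fit of all 12 libraries moved this count most, to 1675. Without TMM the share of higher calls was 42.1% in place of 52.4%, since the median of all genes moved to -0.13 from 0.00. Among the genes with the largest rise, control libraries were at the floor. Gml2 rose from counts of 2 and 0 to 932 and 603, at least 276-fold. Ly6d rose from 0 and 1 to 429 and 229, at least 119-fold. Tie1 had 0 counts in both control libraries and 152 and 97 in DKO, at least 44.7-fold higher. Anxa10 had 0 counts in both control libraries and 383 and 229 in DKO. Exons of Gml2 overlap another gene. Among the genes with the largest fall, Cubn went from 392 ± 229 CPM to 7.91 ± 3.11 CPM (log2 fold change -5.64, SE 0.49). Fras1 fell by 5.75 and Prelp by 5.80 on the log2 scale. Without the first DKO animal, which had 0 counts of Prelp, that gene's fold change was -4.92. Cubn, Fras1 and Prelp each overlap another gene and share 3.3%, 1.0% and 9.8% of their transcript with a Gm gene. Cyp2c68 had 673 and 974 counts in control and 0 in both DKO libraries, at least 256-fold lower, but its transcript is 100% covered by near-identical sequence of other Cyp2c genes, so its count is uncertain.

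The interferon list asks whether the response to sensed double-stranded RNA was raised. In input all 36 genes were higher in DKO, and all 36 passed the threshold both over all genes tested and adjusted over the list alone. The median log2 fold change was 3.20, from 0.92 for Parp14 to 6.28 for Oas2 (camera adjusted p 6.64e-17). Fry, which allows for the correlation between the genes, gave an adjusted p of 0.0862, and over the alternatives the adjusted p ran from 2.67e-21 to 0.706. Within J2 libraries the list's median was 2.92 and within K1 libraries 3.40, with 34 of 36 genes higher in each.

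The other lists described the cells of the input preparations. The mitochondrial list was lower in DKO, with a median of -0.39, all 13 genes lower and 3 past the threshold (camera adjusted p 0.0106). Adjusted over the list alone, 0 of them passed, and 7 had an unadjusted p under 0.05. The proliferation list fell to a median of -1.35, with 15 of 16 genes lower, 14 past the threshold over all genes and 14 adjusted over the list alone (camera adjusted p 1.12e-04). The stem list had a median of -0.88, with 12 of 15 genes lower and 11 changed adjusted over the list alone (camera adjusted p 0.00607). The leukocyte list had a median of -0.68, with 14 of 16 genes lower and 12 changed adjusted over the list alone (camera adjusted p 0.00607). The enterocyte list (median -0.09, camera adjusted p 0.127), the goblet list (0.33, 0.316) and the Paneth list (0.11, 0.760) did not pass. Single genes of these lists did change. Past the threshold over all genes, 5 enterocyte genes were lower and 0 higher, with the largest fall in Lct (log2 fold change -5.31, edgeR adjusted p 5.3e-05). In the goblet and in the Paneth list 3 genes were higher and 1 lower. Without the second DKO animal the median of the Paneth list was -0.55 and that of the enterocyte list 0.08. None of these lists passed under fry in the input comparison.

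**Figure D1:**
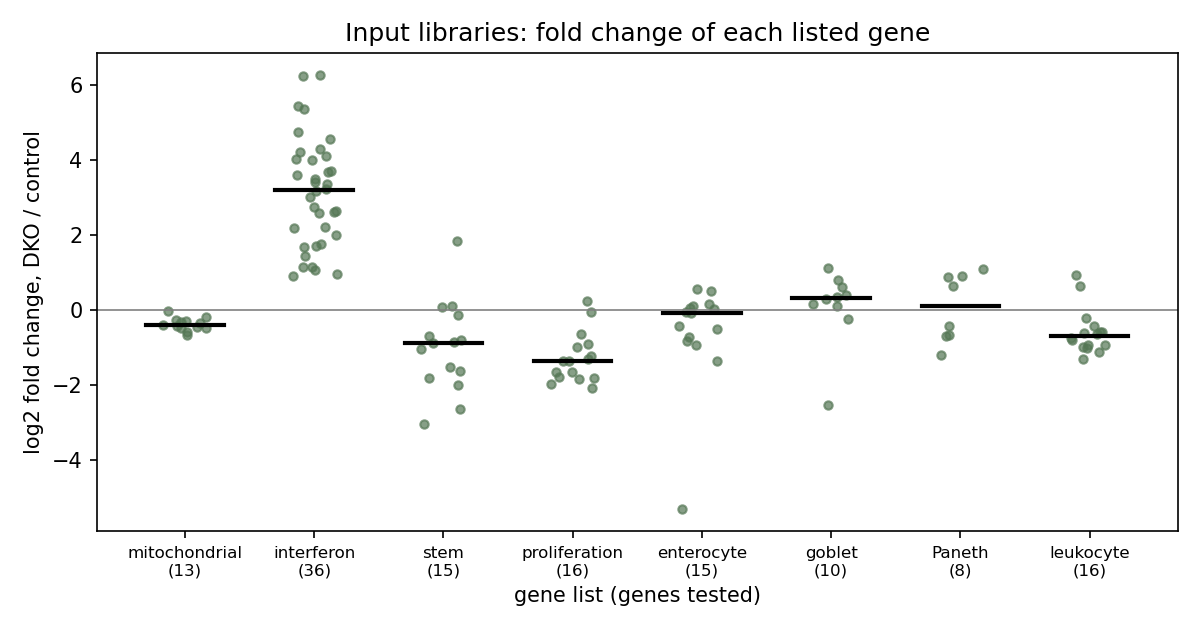
Log2 fold change of DKO over control in input (vertical axis) for each gene of the 8 lists (horizontal axis, number of genes tested in brackets), from 2 libraries per group. Points are genes and bars list medians, which run from 3.20 for the interferon list to -1.35 for the proliferation list.

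Enrichment by each antibody was then measured against input within a genotype. In control, J2 changed 4746 of 15923 genes, 2426 higher and 2320 lower than in input. In DKO, J2 changed 4088, 1948 higher and 2140 lower. K1 changed 6324 of 15908 genes in control, 3134 higher and 3190 lower, and 5659 in DKO, 2325 higher and 3334 lower. Limma voom with quality weights moved the J2 count to 10325 in control and 108 in DKO, and thinning moved it to 1452 and 766. Thinning moved the K1 counts most, to 1166 in control and 1333 in DKO. Without TMM the share of higher calls was lower in all 4 comparisons, at 34.7% in place of 51.1% and 21.1% in place of 47.7% for J2, and 36.0% in place of 49.6% and 22.3% in place of 41.1% for K1. In K1 control, scaling without mitochondrial genes also lowered it, to 38.6%. Enrichment in control and in DKO was correlated across genes at 0.533 for J2 and 0.694 for K1. These genes are not independent replicates.

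The mitochondrial ribosomal RNA mt-Rnr2 was the most enriched named gene in all 4 comparisons. Its log2 enrichment was 6.17 (SE 0.87, adjusted p 0.00330) in control J2, 10.93 (SE 1.06) in DKO J2, 5.51 (SE 0.50) in control K1 and 10.72 (SE 0.62) in DKO K1. Ribosomal RNA had been removed from the libraries, and input counts of mt-Rnr2 were only 57 to 197. mt-Rnr1 followed in DKO, at 8.22 (SE 0.75) for J2 and 8.36 (SE 0.58) for K1. In control, the nuclear gene Rpa1 was enriched by K1 from 19.1 ± 0.911 CPM in input to 221 ± 20.5 CPM (log2 3.54, SE 0.26). Rpa1 overlaps another gene, and Ovca2, the second gene for J2 at 4.97, shares 60.4% of its transcript with other genes. Among the most depleted named genes in control were Defa3, at -5.63 for J2 and -4.83 for K1, a defensin gene whose near-identical copies make its count uncertain, and for K1 the antisense gene Slc13a2os, at -5.17, which overlaps Slc13a2. In DKO, both pulldown libraries were at the floor for each of the most depleted named genes. Gdap10 was at least 30.9-fold lower than input for J2 and Mecomos at least 16.4-fold for K1. Tmem89 had 0 counts in all 4 DKO pulldown libraries and was at least 6.62-fold lower for J2 and 5.80-fold for K1.

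Genes of the mitochondrial chromosome took 4.28% ± 0.068 of the gene-assigned counts in control input (SD, n = 2) and 3.25% ± 0.033 in DKO input. In J2 libraries they took 2.48% ± 0.406 in control and 10.9% ± 3.08 in DKO. In K1 libraries they took 1.48% ± 0.102 in control and 13.7% ± 6.98 in DKO. Both DKO libraries lay above both control libraries for each antibody, and below both in input. The two-sided exact permutation p was 0.333 for each, the smallest that 2 against 2 libraries allow. Other shares rose too, so the rise was not specific to mitochondrial genes. Long noncoding RNA genes took 1.54% in control J2 and 12.7% in DKO J2, and 0.755% and 8.57% in K1. In input they took 4.75% and 9.7%. Small RNA genes took 0.851% and 7.22% in J2, 1.52% and 7.65% in K1, and 2.15% and 1.66% in input. The gene Gm26917 alone took 11.4% and 11.6% of the counts in the DKO J2 libraries.

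**Figure D2:**
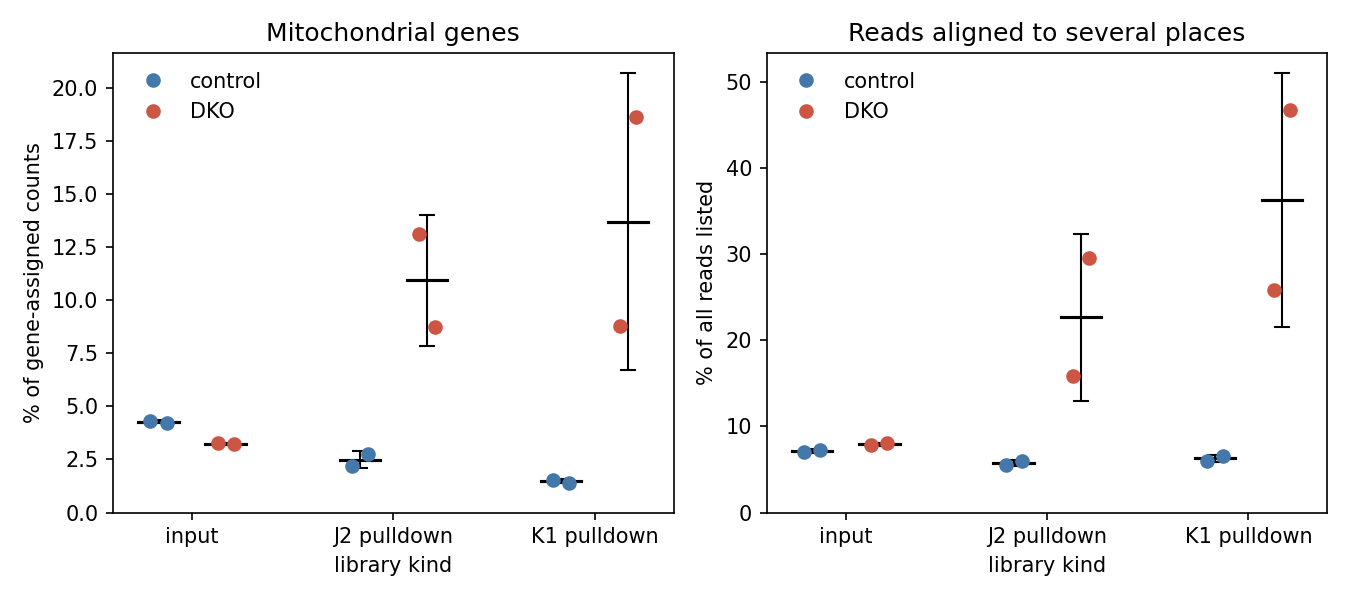
Percent of gene-assigned counts on mitochondrial genes (left) and percent of all listed reads aligned to several places (right) for each library kind and genotype. Points are libraries, lines group means and bars SD (n = 2). In DKO pulldowns the mean mitochondrial share was 10.9% for J2 and 13.7% for K1, against 2.48% and 1.48% in control.

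Pulldown libraries were also compared directly between genotypes. This reflects abundance and binding together. In J2 libraries 1609 of 13181 genes were called, 796 higher and 813 lower in DKO. In K1 libraries 3489 of 12888 were called, 1694 higher and 1795 lower. The all-library fit moved the J2 count most, to 5993, and thinning the K1 count, to 1321. Without TMM the share of higher calls was 32.6% in place of 49.5% for J2 and 27.4% in place of 48.6% for K1. Slfn4 rose in both, by a log2 fold change of 7.84 (SE 1.40) in J2 and 9.53 (SE 0.68) in K1, and 22.6% of its transcript is near-identical to Slfn3. Lrat fell in J2 from 63.3 ± 9.41 CPM to counts of 0 and 1, at least 79.1-fold. Ros1 fell in K1 from counts of 295 and 222 to 0 in both DKO libraries, at least 14.3-fold.

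The comparison named by the design is differential enrichment, the change of pulldown over input in DKO minus that in control. For J2, 432 of 15923 genes were called, 123 higher and 309 lower in DKO. With each animal's pulldown paired to its input by a block, 0 genes were called, while 4074 had an unadjusted p under 0.05. The J2 calls therefore do not hold under the pairing. For K1, 870 of 15908 genes were called, 218 higher and 652 lower, and 1912 with the block, of which 866 were among the 870. The median K1 difference of all genes was -0.20, and the share of higher calls for K1 was 25.1%, 39.2% with DESeq2 size factors and 13.1% without TMM. For J2 it was 28.5%, and 10.4% without TMM.

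Among the genes with the largest K1 difference, mt-Rnr1 (5.38, SE 0.66) and mt-Rnr2 (5.21, SE 0.63) were followed by Eid3 (5.19, SE 0.57, adjusted p 0.00659). Eid3 had 79 to 96 counts in every input library, 17 and 15 in control K1 and 114 and 144 in DKO K1. CT010467.1, annotated as ribosomal RNA, had a difference of 4.80 for K1 and 7.18 for J2, and 67.3% of its sequence is shared with other genes. mt-Rnr1 also had one of the largest J2 differences (4.76, SE 0.84, adjusted p 0.0385), as did Snora23 (4.85, SE 0.90), whose difference was 2.99 without the second DKO animal. In the other direction, Kcnj2 had 387 and 351 counts in control J2 and 4 and 2 in DKO J2, a difference of -4.14 (SE 0.48, adjusted p 0.0291). For Ros1, Edaradd and Igip both DKO K1 libraries were at the floor, and their K1 differences were at least 0.97, 0.77 and 1.68 below 0 on the log2 scale (bounds of -0.97, -0.77 and -1.68). After thinning, the fitted value for Ros1 was 0.27.

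All 13 genes of the mitochondrial list were more enriched in DKO than in control with both antibodies. For J2 the list was below input in control (median -0.84, camera adjusted p 0.0684) and above it in DKO (1.41, camera adjusted p 0.00286). The difference had a median of 2.38 (camera adjusted p 2.79e-07, and 7.18e-11 to 0.706 over the alternatives), with 3 genes past the threshold over all genes and 9 adjusted over the list alone. For K1 the medians were -1.53 in control (camera adjusted p 2.42e-04) and 1.87 in DKO (camera adjusted p 2.42e-04). The depletion in control did not hold after the correction for GC content and length, where the medians were 0.78 for J2 and 0.08 for K1 in control and 3.51 and 3.96 in DKO. Over the alternatives the adjusted p in control ran from 0.0153 to 0.816 for J2 and from 1.16e-04 to 0.813 for K1. The K1 difference was 3.44 (camera adjusted p 4.05e-18, and 5.11e-19 to 0.706 over the alternatives), with 11 genes past the threshold and 12 adjusted over the list alone. Per animal, the list's median pulldown minus input value was -0.98 and -0.63 in control and 1.49 and 1.27 in DKO for J2, and -1.66 and -1.46 against 1.33 and 2.28 for K1. The difference by gene ran from 0.12 for mt-Cytb to 3.31 for mt-Nd5 with J2, and from 1.22 for mt-Co1 to 4.71 for mt-Atp8 with K1. The strands of the mitochondrial genome are not separated in unstranded counts. Of the 13 genes, 7 have a near-identical copy among annotated transcripts over at least 50% of their length.

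**Figure D3:**
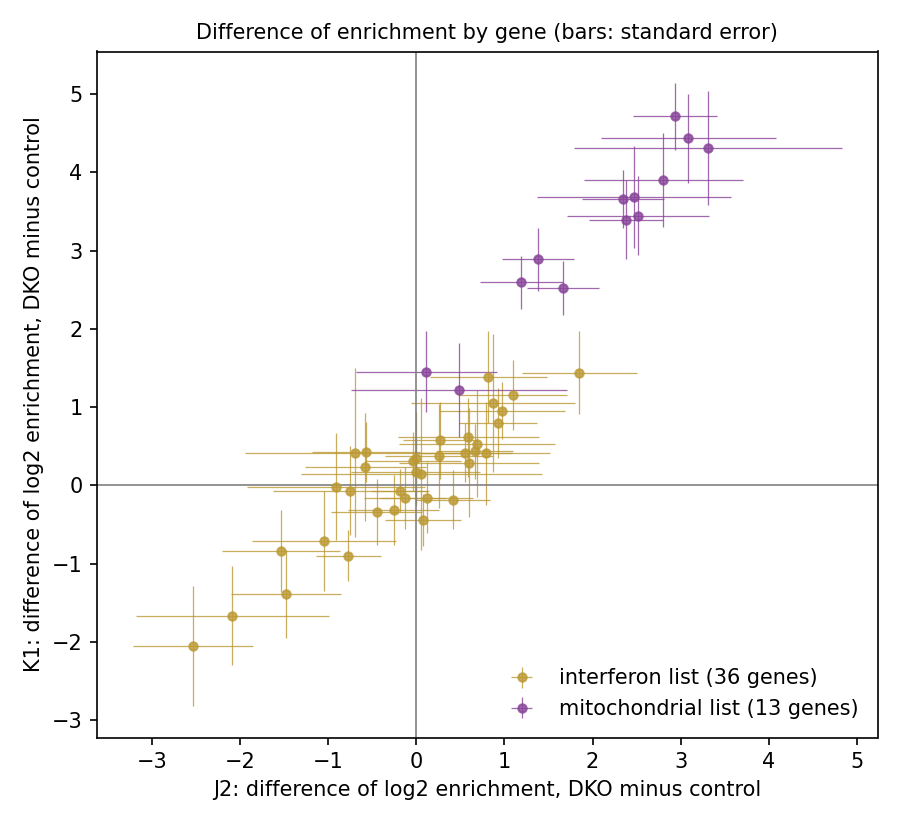
Difference of log2 enrichment, DKO minus control, by J2 (horizontal axis) and by K1 (vertical axis) for each gene of the mitochondrial and interferon lists. Points are genes and bars standard errors. The mitochondrial genes lie above 0 on both axes, with medians of 2.38 and 3.44, and the interferon genes lie around 0, with medians of 0.03 and 0.26, the first of which changed sign without TMM and with DESeq2 size factors.

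The interferon list did not pass the threshold for either difference of enrichment. Its median difference was 0.03 for J2 (camera adjusted p 0.912) and 0.26 for K1 (camera adjusted p 0.152), with 19 and 21 of 36 genes higher. With the animal as block, the K1 difference passed after the correction for GC content and length (0.33, camera adjusted p 0.0212) and after thinning (0.66, 0.0447), and over the alternatives its adjusted p ran from 0.0212 to 0.959. Without TMM the J2 median was -0.07, and without the first DKO animal the medians were -0.21 and -0.03. Against input its medians were -0.03 in control and 0.23 in DKO for J2, the latter -0.26 without TMM, and -0.06 and -0.10 for K1, which were 0.003 and 0.30 after the correction for GC content and length. In control K1 the list passed after thinning with the block (-0.42, camera adjusted p 0.0476, the lowest over the alternatives, the highest being 0.964). In control J2, without the first control animal, it was 0.15. The proliferation list had a median difference of 1.05 for J2 (camera adjusted p 7.01e-04) and 0.46 for K1 (0.00385), with 15 of 16 genes higher for each. The Paneth list had 1.17 (0.0173, 7 of 8 genes higher) and 0.83 (0.00246, 8 of 8). The leukocyte list had 0.94 (0.0483, 13 of 16 genes higher) and 0.50 (0.00906, 14 of 16). Without the second DKO animal the J2 median of the leukocyte list was 0.30. With the leukocyte genes that reach the floor set to their bounds, the K1 median was 0.61. The stem list passed for J2 (0.35, camera adjusted p 0.0288, 13 of 15 genes higher), where its median was 0.20 without the first control animal and 0.65 without the first DKO animal. For K1 its median was 0.19 (0.0635), 0.20 with the block (camera adjusted p 0.0326, and 0.0210 to 0.706 over the alternatives), and 0.06 without the first control animal. Enterocyte and goblet lists did not pass, with medians of 0.16 and 0.22 for J2 and 0.07 and 0.14 for K1. Without the first DKO animal these were -1.22 and -0.55 for J2 and -0.94 and -0.53 for K1. Without TMM the enterocyte medians were -0.02 for both antibodies and the goblet median was -0.02 for K1. Without the added corrections, none of these marker lists passed under fry in the differences. Against input in control, the Paneth list was depleted by J2 (median -2.64, camera adjusted p 2.42e-04) and by K1 (-1.72, 0.00314), as was the leukocyte list (-1.09, 0.0123, and -1.07, 0.00109). The goblet list was depleted by J2 (-1.31, 0.00794). After the correction for GC content and length these depletions were smaller. The medians were -1.86 and -0.95 (Paneth), -0.97 and -0.75 (leukocyte) and -0.79 (goblet). All still passed under camera, with a highest adjusted p of 0.0411 for Paneth in K1.

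Across the 15652 genes tested for both antibodies, the J2 and K1 differences were correlated at r = 0.650 (95% bounds 0.641 and 0.659 over genes, which are not independent replicates). The antibodies share their input libraries, and simulated unchanged groups gave r = 0.148 on average, 0.165 at most. The sign was the same for 77.4% of the genes, against 55.2% in the simulations. The J2 and K1 pulldowns also come from the same animals. Their replicate differences were correlated at 0.376 in control and 0.494 in DKO. The simulations drew each library separately and did not carry this pairing. The simulated values are therefore too low as a reference, and the size of the excess over them is uncertain. Of the genes called for J2 and K1, 258 were shared, 50 higher and 208 lower, and 0 were called in opposite directions. This count rests on the unpaired J2 calls, which were 0 with the animal as block, where 4074 genes had an unadjusted p under 0.05.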

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

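Of the tests in this part, those on the marker lists' dependence on depth and on GC content and length, on depth for the genes called with K1, on nuclear copies of mitochondrial DNA, on dilution by unselected RNA, on reads aligned to several places and on ribosomal RNA were chosen after the result was seen.

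The enrichment by J2 and by K1 differed between genotypes by a test of the difference itself, with 432 genes called for J2 and 870 for K1. The J2 calls rest on unpaired animals: 0 genes were called with the animal as block. The correction for GC content and length left 0 with the block, with 3679 genes at an unadjusted p under 0.05, and 1 without it, so it does not show whether that trend is the source. For K1, 1912 genes were called with the block alone, 486 higher and 1426 lower. After the same correction with the block 1199 were called, 522 higher and 677 lower. Without the block the correction lowered the count from 870 to 408. The calls that remained argue against this trend as the whole source, although their number fell and the excess of lower calls shrank. After thinning with the block, 131 K1 genes were called, 62 higher and 69 lower. Thinning without the block left 35, 25 higher and 10 lower. The calls that remained argue against depth as the whole source. They do not do so for the large excess of lower calls, which was not kept. Since thinning removes counts, it cannot show whether depth is the source of that excess. The deletion, tamoxifen and the handling of the animals remain open and untested.

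The mitochondrial list was more enriched in DKO by a median of 2.38 for J2 and 3.44 for K1, with both DKO animals above both control animals. Lower depth of the DKO pulldowns is argued against: after thinning, with the animal as block, the medians were 2.30 and 3.71, against a spread between animals of 0.29 and 0.69. In that setting the K1 difference passed under camera but no longer under fry (adjusted p 0.0696). Nor did K1 against input pass under fry in DKO (0.0828) or in control (0.073). Removing the trend with GC content and length, with the animal as block, left 2.76 and 3.68. It did change the values against input: in control they became 0.76 for J2 and 0.07 for K1, so a depletion of the list in control pulldowns depends on this trend while the difference between genotypes does not. The 6 list genes without a near-identical copy among annotated transcripts had medians of 2.87 and 4.11, so reads shared with those copies do not account for the rise. Copies outside annotated transcripts were not sought. Of the 6 genes, mt-Atp8 averaged only 121.9 counts over 204 bases, a level per base near that of the copied gene mt-Atp6 (410.1 over 681). A copy of mt-Atp8 that was not found is therefore possible. If unselected RNA had diluted the enriched RNA of the control pulldowns, nuclear genes enriched in control would rise in DKO too. The 100 nuclear genes that the other antibody enriched most in 1 control animal were compared between DKO and the other control animal, so that selection and test shared no library. Relative to all genes, their median K1 difference was -0.83 whichever control animal selected them, against a spread between animals of 0.31 and 0.18. For J2 it was -1.34 and -0.47, against a spread of 0.67 and 0.74, so one of these values lies within the spread. The genes were chosen for high enrichment in control, and enrichment in control and in DKO was correlated at only 0.694 for K1 and 0.533 for J2. A fall in DKO can therefore come from the selection, and dilution cannot be told apart for either antibody. A smaller range of ratios in the pulldowns than in input is argued against, since other genes with the same change in input had medians of 0.016 and -0.28.

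A candidate explanation of these mitochondrial values is that more double-stranded mitochondrial RNA reached the antibodies in DKO. This is a hypothesis found and tested on the same data, and the K1 median after thinning (3.71) does not separate it from others. A larger release of mitochondrial RNA into the lysate supernatant, an effect of tamoxifen, and unspecific binding in low-yield pulldowns remain open, and none of them was tested. Dilution of the control pulldowns by unselected RNA also remains open, since its test could not decide. Without a spike-in, the shares do not give the amount of mitochondrial RNA bound.

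The ribosomal mitochondrial genes mt-Rnr1 and mt-Rnr2 rose more than most of that list, and for them another source is open. Ribosomal RNA had been removed from the libraries, and less complete removal in DKO pulldowns would also raise nuclear ribosomal RNA. The 2 such genes tested, CT010467.1 and Gm26917, singled out after their values were seen, had a median difference of 5.04 for J2 and 4.13 for K1, against a spread between animals of 0.66 and 0.29. Because these genes were singled out for their values, less complete removal cannot be told apart from binding by the antibodies for mt-Rnr1 and mt-Rnr2.

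Marker lists also differed between genotypes. The median difference was 1.05 for J2 and 0.46 for K1 in the proliferation list, 1.17 and 0.83 in the Paneth list, 0.94 and 0.50 in the leukocyte list, and 0.35 for J2 in the stem list. With the trend of GC content and length removed and the animal as block, the J2 medians were 1.21 (proliferation), 1.24 (Paneth) and 0.72 (stem), and the K1 medians 0.91, 0.96 and 0.57 (proliferation, Paneth, leukocyte), all still past the threshold. The J2 leukocyte median of 0.63 was not (camera adjusted p 0.0685). After thinning with the block, the J2 medians of 1.02 (proliferation) and 1.21 (Paneth) and the K1 medians of 1.07 and 1.62 (proliferation, Paneth) stayed past it, over all genes of these lists. The K1 leukocyte median of 1.52 also did, but over only 11 of its 16 genes. The J2 values of 0.58 (stem) and 1.06 (leukocyte) did not (camera adjusted p 0.0709 and 0.0551). Over all alternatives the J2 adjusted p ran from 0.0131 to 0.706 for the stem list and from 0.0357 to 0.706 for the leukocyte list. Depth therefore cannot be told apart for these J2 values and for the leukocyte list in K1, since thinning removes counts. GC content and length cannot be told apart for the J2 leukocyte value, because its adjusted p was close to the threshold before the correction (0.0483) and a small loss decides nothing.

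Proliferation, stem and leukocyte genes fell in input, so a smaller range of ratios in the pulldowns would raise their difference. Other genes with the same change in input had J2 medians of 0.24 (proliferation), 0.016 (Paneth), 0.05 (leukocyte) and -0.019 (stem), and K1 medians of -0.14, -0.25 and -0.23 (proliferation, Paneth, leukocyte). All lie below the lists' own medians by more than the spread between animals, which argues against that explanation. Without a correction, none of these lists passed under fry. With GC correction and the block, fry passed the J2 stem and proliferation lists (adjusted p 0.00276 and 0.0117) and the K1 proliferation and Paneth lists (0.0308 and 0.0117). The K1 stem list, which had not passed in the main design, did so there under fry and camera (median 0.28, adjusted p 0.0387 and 0.021). After thinning with the block fry passed the K1 Paneth and leukocyte lists (0.0453 and 0.0475). Camera passed the K1 stem list in that setting (0.55, adjusted p 0.0333, 14 genes tested), but fry did not (0.179). The intestinal epithelium expresses the stem, proliferation and Paneth genes itself, so the lists do not separate a change in cell types from a change in RNA structure, and both remain open, as does tamoxifen.

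Reads aligned to several places are listed in the files but enter no comparison of genes. They made up 22.7% ± 9.67 of the listed reads in DKO J2 (SD, n = 2) and 36.3% ± 14.7 in DKO K1, against 5.76% ± 0.311 and 6.29% ± 0.385 in control pulldowns. In input they were 7.12% ± 0.211 in control and 7.93% ± 0.161 in DKO. The exact two-sided permutation p was 0.333, the smallest possible. Mitochondrial reads shared with nuclear copies are one possible source. With the copied genes set to the per-base level of the other mitochondrial genes, the reads lost would be 20.4% of the excess over control in the first DKO K1 library and 13.9% in the second, and 66.4% and 15% in the DKO J2 libraries. These shares are no upper limits. In input the same calculation gave negative losses (-49.6% and -26.7% in DKO), so equal per-base levels did not hold, and this source cannot be told apart from others for either antibody. Repeated sequences, ribosomal RNA and a low yield of pulled-down RNA remain open, because the files do not say where these reads aligned.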

How the results depend on the processing

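The direction of nearly every called gene held when each animal was left out: 4087 to 4088 of 4088 for J2 against input in DKO, 5656 to 5659 of 5659 for K1 against input in DKO, and every called gene in the other 7 contrasts. Since 1 library then stands for a group and genes were called on the same libraries, this says little about new animals. Kat2a and Kat2b kept their direction and an adjusted p under 0.05 in input under every alternative, and without an animal their log2 fold changes lay between -1.25 and -0.60 and between -1.62 and -1.40. The counts of called genes moved more. For each, the cause was not tested unless stated.

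The replicate block called 0 genes for the J2 difference, where 432 were called without it and 4074 had an unadjusted p under 0.05 with it. It called 1912 for the K1 difference. For comparisons of genotypes within one kind of library the replicate number joins different animals, and the block called 5731 genes in input, 2263 in J2 and 3383 in K1. It changed no other list call than that of the stem list for K1.

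DESeq2 called 2884 genes for J2 libraries and 2018 for the J2 difference. With no filter these were 4273 and 2453, and the K1 difference 1763. One fit of all 12 libraries, which shares one spread, called 1675 genes in input, 5993 in J2 libraries, 899 for the J2 difference and 59 for the K1 difference. A mean of at least 50 counts, which tests fewer genes, called 1042 genes in J2 libraries, 3159 and 2463 for J2 against input in control and DKO, 3642 for K1 against input in control, 743 for the J2 difference and 468 for the K1 difference.

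Limma voom with quality weights called 10325 genes for J2 against input in control, 108 in DKO, 1572 for K1 against input in DKO, 128 for the J2 difference and 413 for the K1 difference. DESeq2 size factors called 523 for the K1 difference. Without TMM the differences had 672 (J2) and 1309 (K1) calls. Thinning, which removes counts, called 718 genes in J2 libraries, 1321 in K1 libraries, 1452 and 766 for J2 against input in control and DKO, and 1166 and 1333 for K1. It left 6 calls for the J2 difference and 35 for the K1 difference, 71.4% of them higher. Depth thus limits the number of genes called. Of the alternatives chosen after seeing the data, the correction for GC content and length called 1 gene for the J2 difference and 408 for the K1 difference, and 0 for J2 with the replicate block. With the block it also called 3159 and 1870 genes for J2 against input in control and DKO. Thinning with the replicate block called 5 for J2 and 131 for K1, 1537 and 797 for J2 against input in control and DKO, and 1522 and 1664 for K1.

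The mitochondrial list kept its direction under every alternative in input, in DKO against input and in both differences. In control against input it reversed after the correction for GC content and length, to 0.781 for J2 and 0.084 for K1, and to 0.764 and 0.068 with the block. Its fold changes of -0.39 in input, 1.41 in DKO J2 and 2.38 for the J2 difference no longer passed under fry, nor did the interferon list in input (3.20). With estimated correlation the adjusted p was 0.706 for these and for the mitochondrial values of -1.53 (control K1), 1.87 (DKO K1) and 3.44 (K1 difference). Without TMM the list in control J2 was -1.22 and passed (camera adjusted p 0.0153, the lowest over the alternatives, the highest being 0.816). Without an animal, it lay from -0.46 to -0.28 in input, 1.88 to 2.48 for the J2 difference, 2.98 to 3.85 for the K1 difference, 1.20 to 1.39 and 1.35 to 2.28 in DKO J2 and K1, and -0.97 to -0.60 and -1.72 to -1.46 in control. The interferon list in input lay from 2.62 to 3.62.

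Where the interferon list was near 0, its sign changed. For the J2 difference it was -0.066 without TMM, -0.014 with DESeq2 size factors, -0.033 with the block and -0.19 with thinning and the block, and it lay from -0.222 to 0.047 without an animal. In DKO J2 it was -0.26 without TMM and -0.41 to 0.11 without an animal, in control J2 -0.15 to 0.15, in control K1 -0.09 to -0.05, in DKO K1 -0.23 to -0.10, and for the K1 difference -0.034 to 0.29. After GC and length correction it was 0.003 in control K1 and 0.298 in DKO K1, and 0.005 and 0.245 with the block. After thinning with the block it was 0.02 in DKO K1 and -0.419 in control K1, which passed (camera adjusted p 0.0476). For K1 it passed after GC and length correction with the block (0.33, camera adjusted p 0.0212) and after thinning with the block (0.66, 0.0447), where its adjusted p was 0.152 before and ran up to 0.959 over the alternatives.

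Lists that did not pass also changed sign. For the J2 difference the enterocyte list was -0.02 without TMM, -0.28 with the block, -0.062 with GC correction and the block and -0.19 with thinning and the block. For K1 it was -0.016 without TMM and -0.14 with the block, and the goblet list -0.019 without TMM. Without an animal, the enterocyte list lay from -0.327 to 0.081 in input, -1.22 to 0.557 for the J2 difference and -0.935 to 0.521 for the K1 difference. The goblet list lay from -0.547 to 0.513 and from -0.533 to 0.545 for these differences, and the Paneth list from -0.554 to 0.442 in input.

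The share of counts in mitochondrial genes as a percent of all listed reads was 2.68 and 2.02 in input (control, DKO), 1.88 and 6.83 in J2 and 1.20 and 6.30 in K1, lower because more reads enter the total. The correlation between antibodies was 0.820 for genes with at least 50 counts, 0.707 by Spearman's rho, and 0.554 to 0.640 without an animal. The K1 difference of Ros1 was 0.27 after thinning and 0.28 with the block as well, because its counts ran out. Among the 48 values of named genes, 73 of 576 further settings kept the sign but lost the threshold, and 2 changed sign. Among the 18 marker list values, 24 of 144 lost the threshold, 3 gained it and 7 changed sign.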

Other observations

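The test in this part was chosen after the result was seen. All 36 genes of the interferon list were higher in DKO input, with a median of 3.20. A larger number of leukocytes in the DKO preparations, which bring transcripts of interferon-induced genes, is a possible explanation. For the cells that the leukocyte list marks, it is argued against by the list's median in input of -0.68, against a spread between libraries of 0.22. The median level of the list's 16 genes was 3.52 and 3.74 log2 CPM in control and 2.80 and 2.59 in DKO, so its transcripts were detected and were lower in both DKO animals. Many of the list's genes mark lymphocytes, such as Cd3e and Cd8a, and none is specific to myeloid cells. A larger number of myeloid cells is therefore not excluded. Of these genes, Jchain and Trdc were higher in DKO, and neither passed the threshold. The deletion and tamoxifen remain open and were not separated.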
